A study of Homo sapiens with 6 samples. Its data were reported in "A tumor suppressor enhancing module orchestrated by GATA4 denotes a therapeutic opportunity for GATA4 deficient HCC patients" (2020).

How the data were processed

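Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on HepG2i cells, a derivative of the human liver cancer line HepG2 in which doxycycline (DOX) switches on GATA4. Per the labels, DOX was used at 1 µg/mL for 48 hours, chromatin was sheared by sonication, and immunoprecipitated with an antibody against β-catenin (cells without and with DOX) or against the FLAG tag (cells with DOX). The FLAG library is called the GATA4 library below, as in its label. The series lists 6 samples, 3 of them immunoprecipitated and 3 of them inputs, with 1 sample in each group. The analysis rests on the 3 peak lists of the immunoprecipitated samples. The reads of the inputs were not analysed here.

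Per the submitters' processing notes, CASAVA 1.4 and the human genome build hg19 were used. The aligner, the peak caller and its version, and whether the inputs served as the control of the peak calls are not given in the sources used here. Each list holds the peaks of 1 library, so no replicates were pooled. The deposited lists give each peak's chromosome, start, end, summit and length, with starts counted from 1, and carry the column layout of MACS 1.4 output joined to gene annotation in the layout of HOMER. The number of tags is the authors' whole-number count of sequence tags inside the peak, not normalised. The fold enrichment is the authors' ratio of tags in the peak over the background their peak caller estimated. The deposited false discovery rate (FDR) is in percent. The deposited score has lost its column name to a spreadsheet error. From its place in the layout and its lowest values it was read as 10 times the negative log10 of the peak's p-value, and it was used here only to choose stronger GATA4 peaks. The deposited annotation gives the part of a gene in which a peak lies and the gene with the nearest transcription start site (TSS). These can be different genes, and both are named for only some of such peaks. Scores, folds and FDR values are the authors' own and describe peaks within their list.

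The total number of tags per library is not in the lists, so sequencing depth is unknown and only tags inside peaks can be given. No test between groups was possible with 1 library per group, and no p-value is given. Counts of β-catenin peaks have exact 95% Poisson intervals and shares of peaks have Wilson 95% intervals. A ratio of peak counts has an interval from the exact binomial interval of the DOX share. All cover counting error only and say nothing about the spread between cultures.

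Peaks were called overlapping when they shared at least 1 bp. To describe how many β-catenin peaks meet a GATA4 peak by position alone, each list was placed at random 10000 times, either anywhere within the stretch of the same chromosome that the 3 lists span, or shifted by 20 to 200 kb from its own position. The placements did not leave out assembly gaps or sequence where no peak can be called, which could lower the random share and raise the percentiles. The percentile of the observed number among these placements describes these lists and is not a test of DOX. Peaks were counted as high-copy when the annotation placed their centre in rRNA, satellite, simple repeat, low complexity or snRNA sequence, of which the assembly holds many similar copies.

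For 13 gene lists with 296 distinct genes, written before the data were examined, the genes with a peak were counted and set beside 10000 random lists of the same size drawn from 20056 protein-coding genes. Gene identifiers were matched to a RefSeq gene table of another assembly, GRCh38.p14, which was used only for names and gene type. Of the identifiers, 52 of 55 matched in the list without DOX, 304 of 307 in the DOX list and 10241 of 10284 in the GATA4 list. The planned matching of random lists on gene length was not done, because that table's positions belong to another build. Long genes gather more peaks, so peaks within 10 kb of the TSS were counted as well. Lists for other cell types (neuronal, immune, erythroid) were included for comparison. One list holds Wnt target genes that the study itself measured. Some genes that the rule below names, and a list that depends on one of them, are not reported here.

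The peaks and genes named in the report were chosen by a rule written before the data were examined. It took the 10 peaks with the highest fold on chromosomes 1 to 22 and X of each list with a second peak of the same gene skipped, up to 20 β-catenin peaks present in both lists, the 10 β-catenin peaks with the highest fold at a GATA4 peak in each list, the genes the study picked, each member of a gene list with a β-catenin peak, up to 4 members of each gene list with the strongest GATA4 peak, and GATA4 and CTNNB1. Features outside this rule are marked as chosen after their values were seen.

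Alternatives written before the data were examined were a stricter threshold (peaks above the median fold of both β-catenin lists, or GATA4 peaks with a negative log10 p of at least 10), merging of peaks within 1 kb, chromosomes 1 to 22 and X alone, an overlap of at least 50% of the shorter peak, peaks within 1 kb of each other, and promoters taken as peaks with the centre within 1 kb of a TSS. Added after the data were seen were an FDR of at most 5%, at least 20 tags, leaving out high-copy sequence, and leaving out exon peaks of GATA4, MYOCD and ZC3HAV1 with peaks at the PGK1 and EEF1A1 promoters, alone or, for the share at GATA4 peaks, together with high-copy and shared peaks. The overlap code was tested on simulated peaks, where it found 15 of 15 planted overlaps among 62 peaks and 88 of 88 among 352. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Motifs were not searched, since no hg19 sequence was used here.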

Results

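β-catenin is the transcriptional effector of canonical Wnt signalling, and GATA4 is a zinc finger transcription factor of heart and liver development. To ask where β-catenin sat on chromatin before and after GATA4 expression, peaks of β-catenin were compared between untreated and DOX treated HepG2i cells and set against the peaks of FLAG-tagged GATA4 in DOX treated cells. Each of the 3 lists came from 1 library, so the values have no replicate error. The peaks held 4723 tags in the β-catenin library without DOX, 36204 tags in that with DOX, and 3238176 tags in the GATA4 library. All positions are in hg19.

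β-catenin had few peaks in either condition. The list of untreated cells held 62 peaks (95% Poisson interval 47.5 to 79.5) and that of DOX treated cells 352 (316 to 391), which is 5.68 times as many. Without DOX, the peak with the highest fold lay in exon 4 of 13 of ZC3HAV1, a zinc finger antiviral protein (chromosome 7, 138764223 to 138764981), with 88 tags and a 25.6-fold enrichment. This gene had 3 peaks, in exons 4, 7 and 13, and 0 in its introns, and the list does not separate the gene from a cDNA copy of it. Other peaks of high fold lay in intron 1 of CTNNBIP1, an inhibitor of β-catenin and TCF binding (chromosome 1, 9944607 to 9944764, 18.6-fold, 11 tags), in intron 1 of ART1 (17.5-fold) and between genes near LCTL (21.4-fold), DAD1 (18.6-fold) and EMX1 (16.3-fold). With DOX, the peak with the highest fold lay in exon 3 of 7 of the GATA4 gene itself (20.6-fold), and one in its exon 2 reached 18.8-fold. The promoter of PGK1, a glycolytic enzyme, carried the peak with the highest score (chromosome X, 77359260 to 77359841, 68 tags, 17.0-fold), at a sequence that expression vectors also carry, where the list without DOX had 0 peaks. Peaks of high fold also lay at the promoter of ENO1, another glycolytic enzyme (15.4-fold, 11 tags), and in intron 1 of SORBS2 (15.4-fold, 12 tags), intron 2 of PPFIA2 (14.6-fold, 11 tags) and intron 5 of ILKAP (13.8-fold, 12 tags). Some others of similar fold, not named here, were centred in repeats.

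Most β-catenin peaks lay away from promoters. Without DOX, 32 of 62 peaks were intergenic, 24 intronic, 4 exonic and 1 at a promoter (1.61%, Wilson interval 0.285% to 8.59%). With DOX, 198 of 352 were intergenic, 124 intronic, 14 exonic and 12 at promoters (3.41%, 1.96% to 5.86%), so a difference in the promoter share was not detectable with these numbers of peaks. The peaks were small. The median peak held 45.5 tags without DOX and 10 with DOX, and 179 of the 352 DOX peaks held at most 10 tags. The authors' FDR was 100% for 57 of the 62 peaks without DOX and at most 12.9% for the peaks with DOX, and 2 and 80 peaks had an FDR of at most 5%. Of peaks with at least 20 tags there were 41 without and 83 with DOX, a ratio of 2.02 (exact binomial 95% interval 1.38 to 3.02).

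**Figure D1:**
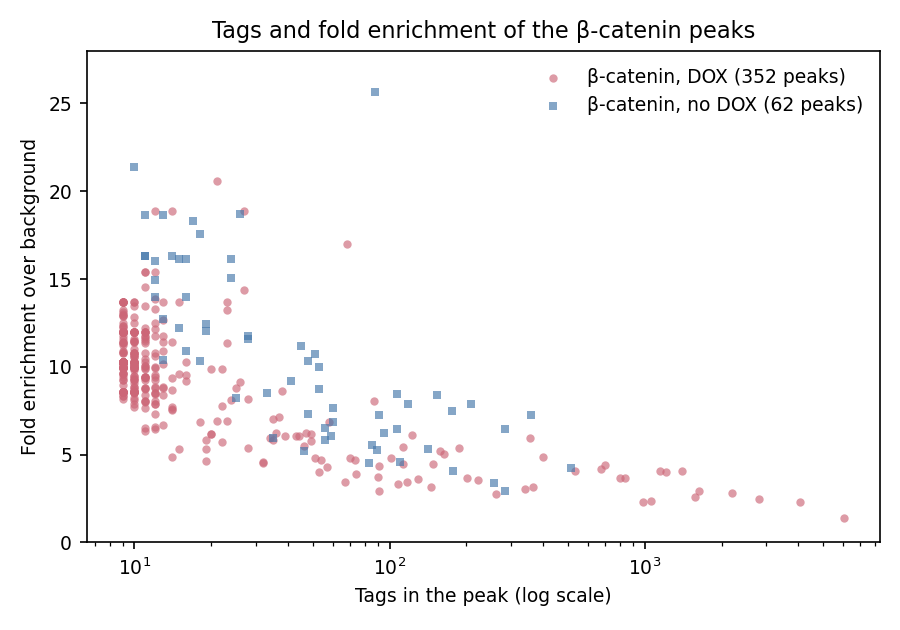
Each point is a β-catenin peak, with its number of tags on a log axis and its fold enrichment over background, for untreated (62 peaks, squares) and DOX treated cells (352 peaks, circles). Most DOX peaks stand near the lowest tag count, with a median of 10 tags against 45.5 without DOX.

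The β-catenin lists without and with DOX had few regions in common. Of the peaks without DOX, 15 of 62 (24.2%, 15.2% to 36.2%) met a DOX peak, and 14 of 352 DOX peaks (3.98%, 2.38% to 6.56%) met a peak without DOX. The shared peak of highest fold lay in exon 30 of 50 of MUC2, an intestinal mucin (chromosome 11), with a 16.1-fold enrichment and 24 tags without DOX and a 13.2-fold enrichment and 23 tags with DOX. The others included introns of MYO1D, SERINC2, UNC45B, HFM1 and PMF1, the surroundings of the microRNA gene MIR3687-1 on chromosome 21 and the end of the short arm of chromosome 5. Those in UNC45B and HFM1 were centred in rRNA copies and that in SERINC2 in low complexity sequence. Of the shared peaks, 9 of 15 in the list without DOX and 8 of 14 in the DOX list were centred in high-copy sequence, 6 of each in rRNA sequence. Among peaks above the median fold of both lists, 1 of 31 peaks without DOX (3.23%) and 1 of 177 with DOX (0.565%) were shared.

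GATA4 had 42255 peaks in DOX treated cells, which covered 44.5 Mb and named 10284 genes. By annotation, 21228 of them (50.2%) lay in introns and 19593 (46.4%) between genes, and 558 (1.32%, 1.22% to 1.43%) at promoters. The strongest lay between genes near CD200, an immune surface glycoprotein (chromosome 3, 112095153 to 112097024, 547 tags, 142-fold), and in intron 1 of BMP5, a bone morphogenetic protein (chromosome 6, 55692211 to 55693743, 445 tags, 136-fold). Others of the highest fold lay between genes, with the nearest TSS that of NDST4 (134-fold), CEP44 (132-fold), GATA3-AS1 beside the related factor GATA3 (128-fold), NAF1 (127-fold) and EMCN (124-fold), or in introns of SNCAIP (125-fold), RHBDL2 (125-fold) and AUTS2 (124-fold). With a negative log10 p of at least 10, 26207 GATA4 peaks remained. CTNNB1, the gene of β-catenin, had the nearest TSS for 8 GATA4 peaks, 1 of them within 10 kb. The strongest lay in its intron 1 (chromosome 3, 41249408 to 41250785, 51.5-fold), and others lay in introns of ULK4, up to 265 kb from that TSS.

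Few β-catenin peaks of DOX treated cells lay at GATA4 peaks. Of the 352, 12 overlapped one (3.41%, 1.96% to 5.86%), and random placement on the same chromosomes gave a mean of 1.92% with 95% of placements between 0.568% and 3.41% (percentile 96.8, or 98.9 with local shifts). Without the peaks shared with the untreated list, 9 of 338 overlapped one (2.66%, percentile 84.5, or 89.8 with local shifts). Chosen after the data were seen, the share was 8.75% (7 of 80, 4.30% to 17.0%) for peaks with an FDR of at most 5%, where 95% of random placements gave 0% to 5% (percentile 99.96), and 7.23% (6 of 83, 3.36% to 14.9%) for peaks with at least 20 tags, where they gave 0% to 6.02% (percentile 99.1). Of the 7 peaks with an FDR of at most 5%, 3 were shared with the untreated list and 1 was in a GATA4 exon. The 6 peaks with at least 20 tags included the shared ones at an rRNA copy in UNC45B, at MIR3687-1 and at the end of chromosome 5, and a pair at MIR663AHG. The 12 included intron 2 of FOXP1, a forkhead transcription factor (chromosome 3, 71627113 to 71627269, 10 tags, 9.30-fold), intron 10 of COP1, a ubiquitin ligase (11.4-fold, nearest TSS that of SCARNA3), intron 3 of ST6GALNAC3 (10.1-fold), regions near CBR4 (12.0-fold) and LINC00844 (8.57-fold), a pair of peaks at MIR663AHG, and exon 7 of GATA4 (13.7-fold). Of the peaks without DOX, 13 of 62 lay at the GATA4 peaks found with DOX (21.0%, 12.7% to 32.6%), where random placement gave a mean of 2.06%, and of those with at least 20 tags 13 of 41 (31.7%, 19.6% to 47.0%). They included ZC3HAV1 exon 4, intron 1 of BTRC, an F-box protein that marks β-catenin for degradation (15.0-fold, centred in a U2 snRNA copy), intron 1 of ACTN2, a sarcomeric actinin (5.29-fold), and rRNA copies in DLG2 and SLCO5A1 and near CARTPT. The share was thus higher in the list without DOX than in that with DOX, and the Wilson intervals did not overlap. Of the 13 peaks without DOX, however, only 2 had an FDR of at most 5%, and the whole list without DOX held no others. These were ZC3HAV1 exon 4 and a peak at MIR3687-1 that both β-catenin lists shared. Of the β-catenin peaks at a GATA4 peak, 11 of 13 without and 11 of 12 with DOX met one with a fold below the 13.1-fold median of the GATA4 list.

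The share with DOX was 5.97% for peaks within 1 kb of a GATA4 peak and 1.42% for the stronger GATA4 peaks. Among β-catenin peaks above the median fold of both lists, 2 of 31 without DOX (6.45%, 1.79% to 20.7%) and 4 of 177 with DOX (2.26%, 0.882% to 5.67%) lay at a GATA4 peak, and a difference was not detectable. The intervals also overlapped without the peaks that were shared, in high-copy sequence, in exons of GATA4, MYOCD and ZC3HAV1 or at PGK1 and EEF1A1 (3 of 29, 10.3%, 3.58% to 26.4%, against 8 of 280, 2.86%, 1.45% to 5.54%). The median distance from a β-catenin summit to the nearest GATA4 summit was 32.4 kb without and 50.3 kb with DOX.

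**Figure D2:**
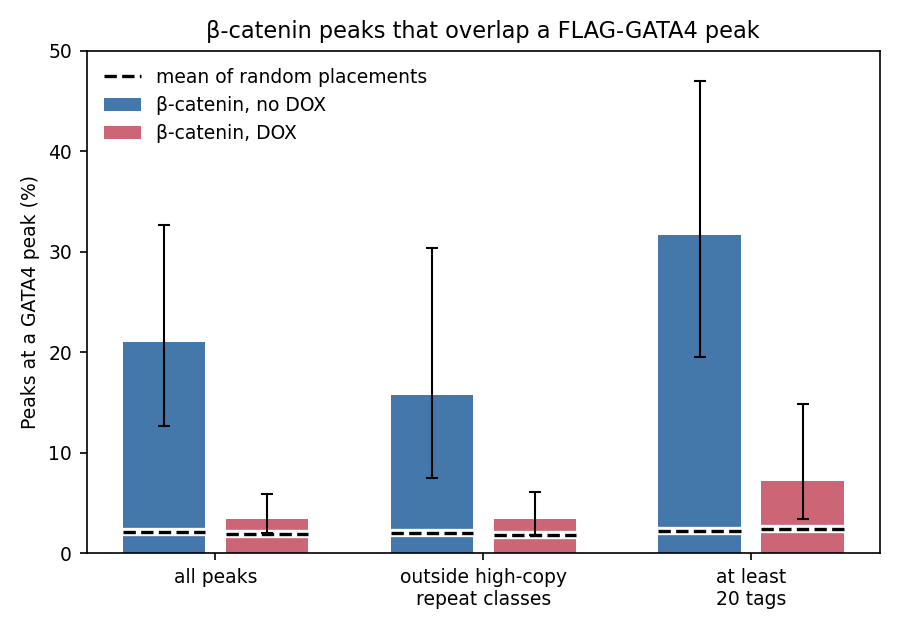
Bars give the percentage of β-catenin peaks that overlap a GATA4 peak, for untreated and DOX treated cells, over all peaks, peaks outside high-copy sequence and peaks with at least 20 tags; error bars are Wilson 95% intervals and dashed lines the mean of 10000 random placements. In all peaks the share was 21.0% without and 3.41% with DOX, against random means of 2.06% and 1.92%.

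The β-catenin peaks of DOX treated cells within the GATA4 gene were all exonic. There were 6 of them, in exon 2 (chromosome 8, 11565879 to 11566117 and 11566121 to 11566408), exon 3 (11606434 to 11606595), exon 4 (11607623 to 11607752), exon 6 (11614440 to 11614587) and exon 7 (11615805 to 11615984). They held 9 to 27 tags at 10.3-fold to 20.6-fold enrichment, and 0 peaks lay in its introns. The list without DOX had 0 peaks in this gene. Among the other DOX peaks in exons or introns, 9 of 133 were exonic, 1 of them in a 3′ UTR (6.77%, 3.60% to 12.4%). GATA4 peaks of the FLAG library lay in intron 2 of the gene (26.8-fold and 12.4-fold), upstream of it (32.2-fold) and in exon 7 (11615669 to 11616072, 8.65-fold). EEF1A1, a translation elongation factor, had a pair of DOX β-catenin peaks in its intron 1 at 9.92-fold and 9.85-fold, beside a promoter that expression vectors also carry. MYOCD, a cardiac and smooth muscle coactivator chosen after its values were seen, had DOX peaks in exon 5 (9.94-fold) and exon 7 (12.0-fold and 13.7-fold) and 0 in introns. Without the exon peaks of GATA4, MYOCD and ZC3HAV1 and the peaks at PGK1 and EEF1A1, 59 peaks without and 340 with DOX remained, of which 20.3% and 3.24% lay at a GATA4 peak.

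DCN, a tumour suppressor gene that the study followed up, had 1 β-catenin peak with DOX and 0 without. The peak at DCN, the gene of the matrix proteoglycan decorin, lay in intron 2 of 7 (chromosome 12, 91564018 to 91564159) with 9 tags, a 12.0-fold enrichment and an FDR of 12.3%. The nearest GATA4 peak began 6.80 kb away (91570960 to 91572153, intron 2, 34.8-fold), and a further one covered the promoter (10.8-fold). DCN had 13 GATA4 peaks, with a maximum of 50.1-fold at 217 kb. Its β-catenin peak did not pass an FDR of 5%, and the study picked this gene, so it is not independent evidence of a direction. The peak lay 8.24 kb from the TSS. The paper reports β-catenin at the DCN promoter in the presence of GATA4, from PCR of immunoprecipitated DNA, which is another position and another assay.

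**Figure D3:**
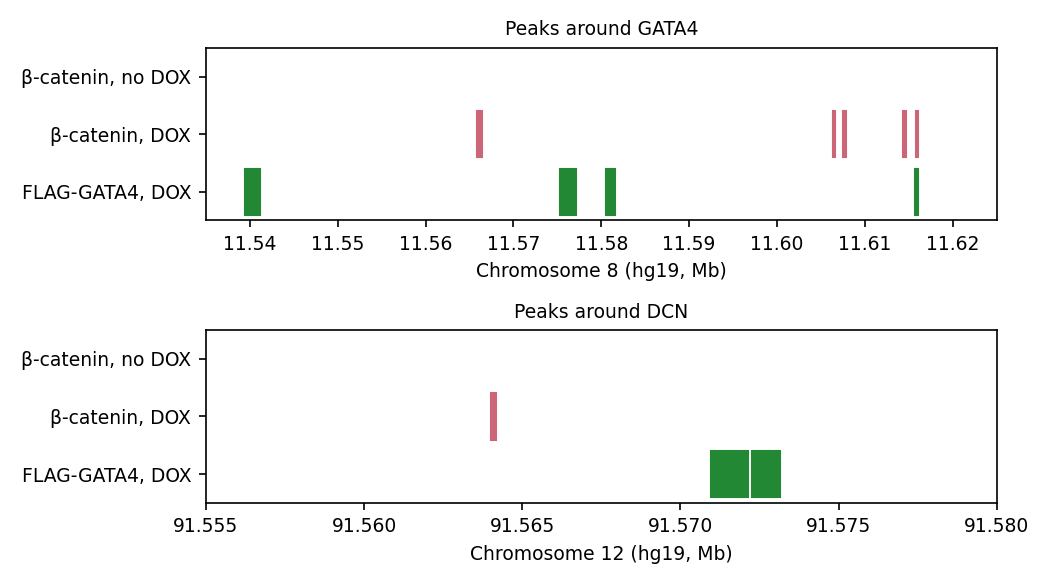
Peaks of the 3 lists around GATA4 and DCN, with hg19 position in Mb on the x axis and 1 row per list; peaks too narrow to see are drawn wider than they are, which merges the pair in exon 2 of GATA4. The β-catenin peak with DOX lies 6.80 kb from a GATA4 peak at DCN.

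A further question was whether β-catenin or GATA4 sat at Wnt target genes that the study followed, namely HSPA12A, JUN, CCND1, CCND2, AXIN2 and MYC. Of these 6 genes, 0 had a β-catenin peak without or with DOX. The β-catenin lists named only 55 genes without and 307 with DOX, so 0 of 6 is little evidence of absence. A GATA4 peak was listed for 4 of the 6 genes. MYC, an oncogenic transcription factor, had 5, of which 1 covered its promoter (8.41-fold) and the strongest lay 96.8 kb from its TSS (25.2-fold). AXIN2, a negative regulator of Wnt signalling, had 5, all over 50 kb away, with a maximum of 14.1-fold. JUN had 1 over its 5′ UTR (9.11-fold) and CCND2 had 1 at 16.6 kb (11.4-fold). HSPA12A and CCND1 had 0. Over all gene lists, 2 genes had a β-catenin peak without DOX and 9 with DOX. Those without DOX were CTNNBIP1 and DLG2. Those with DOX included GATA4, PGK1, EEF1A1, DCN, DKK1, a secreted Wnt antagonist (6.49-fold, 53.7 kb from its TSS), HHEX, a liver homeobox factor (7.88-fold, 21.4 kb), IGFBP7, a secreted factor of senescent cells (8.57-fold, 456 kb from its TSS), and SYT1, a synaptic vesicle protein (10.3-fold, 319 kb). The peaks of DKK1, HHEX, IGFBP7 and SYT1 held only 9 to 12 tags, at an FDR of 9.6% to 12.7%. Those of HHEX, IGFBP7 and SYT1 were centred in repeats. Within 10 kb of a TSS, 0 genes without and 5 with DOX had a peak, GATA4, PGK1 and EEF1A1 among them. Without the exon peaks of GATA4 and the peaks at PGK1 and EEF1A1, 6 listed genes had a DOX peak at any distance.

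Wnt targets and senescence genes had a GATA4 peak more often than nearly all random gene lists of their size, and so did liver tumour suppressors except at the stronger peaks. Over 20056 protein-coding genes, 39.9% had a GATA4 peak and 19.1% had one within 10 kb of the TSS. Of canonical Wnt targets, 19 of 30 had a peak, at percentile 99.4 of random lists of that size, and 13 had one within 10 kb (percentile 99.9). The strongest were near LGR5, a stem cell receptor (70.5-fold), DKK1 (63.5-fold), SOX9 (57.5-fold) and in ZNRF3 (42.7-fold). Of the parts of the Wnt pathway, 23 of 36 had a peak (percentile 99.8) and 9 within 10 kb (81.3), the strongest being an intergenic one nearest to TLE1 but 1041 kb from its TSS (114-fold), others in TCF7L2, a partner of β-catenin (80.4-fold), near SFRP2 (68.8-fold) and in PLEKHM3, 62.6 kb from the TSS of FZD5 (61.1-fold). Of senescence genes, 17 of 26 had a peak (percentile 99.5) and 12 within 10 kb (99.9). CDKN2B, a cell cycle inhibitor (76.3-fold, 162 kb upstream), IGFBP7 (62.4-fold, but 1177 kb from its TSS), LMNB1, a nuclear lamin that falls in senescent cells (59.3-fold), and IL6 (48.2-fold) led them. Of liver tumour suppressors, 18 of 30 had a peak (percentile 98.7) and 11 within 10 kb (98.8), with the strongest in TGFBR2 (71.1-fold), and others 217 kb from the TSS of DCN and in ACVR2A (40.4-fold). This list includes DCN, which the study picked among genes that GATA4 upregulated. The percentiles of this list are therefore not independent of the study. For the stronger GATA4 peaks, 17 Wnt targets (percentile 99.7), 19 parts of the Wnt pathway (99.6), 14 senescence genes (99.2) and 14 liver tumour suppressors (95.9, inside the range of 5 to 15 that held 95% of random lists) had one.

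Cardiac and endoderm genes were also above the mean of random lists, with 14 of 24 (percentile 96.3), 13 with a stronger peak (98.9) and 8 within 10 kb (95.1), led by SOX17 (96.7-fold), ZFPM2, a GATA cofactor (79.8-fold), TNNT2, cardiac troponin T (71.7-fold), and KDR (61.8-fold). Hepatocyte genes were near the random mean of 14.8, with 15 of 37 (percentile 53.8) and 5 within 10 kb (20.5), although ABCB11, the bile salt export pump (85.2-fold), and NR1H4, the bile acid receptor (69.5-fold), had strong peaks, followed by peaks in SIK3 nearest to APOA1 (44.5-fold) and 339 kb from ONECUT1 (43.1-fold). Cell cycle genes were low, with 6 of 30 (percentile 0.975, below the range of 7 to 17 of 95% of random lists), and 2 within 10 kb (3.77, inside the range of 2 to 10), and 3 with a stronger peak (0.310). The 6 included CDK1 (40.2-fold), CDK6 (26.6-fold) and CCND3 (10.2-fold), of which CCND3 had no stronger peak. Of housekeeping genes, 4 of 20 had a peak (percentile 3.61, at the end of the random range of 4 to 12), namely EEF1A1, YWHAZ, HPRT1 and B2M, 3 had one within 10 kb (34.7), and 1 had a stronger one (0.270, below the range of 2 to 10).

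The lists for other cell types differed among themselves. Neuronal genes, many of them long, had a peak in 15 of 25 (percentile 97.6), 14 a stronger one (99.5) and 7 within 10 kb (86.4), with DLG2 (94.5-fold), and SYT1 (53.7 kb from its TSS) and KCND2 (224 kb) at 72.7-fold each in front. Immune genes had 6 of 25 (percentile 5.28) and 3 within 10 kb (18.8), the strongest in GNLY (17.6-fold), at the CD8A promoter, in PTPRC, and in PALD1 with the nearest TSS that of PRF1. Blood cell targets of other GATA factors had 6 of 20 (percentile 18.6) and 3 within 10 kb (33.8), the strongest in GPATCH8 with the nearest TSS that of ITGA2B (30.6-fold), others near KIT (27.8-fold) and ZFPM1 (14.8-fold). The 6 followed-up Wnt targets stood at percentile 89.1, with 2 within 10 kb. A stronger GATA4 peak stood at 13 hepatocyte genes (percentile 69.6), 4 immune genes (4.72) and 4 blood cell targets (14.7), all inside the random ranges. Percentiles of peaks at any distance also follow gene length, which was not matched.

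**Figure D4:**
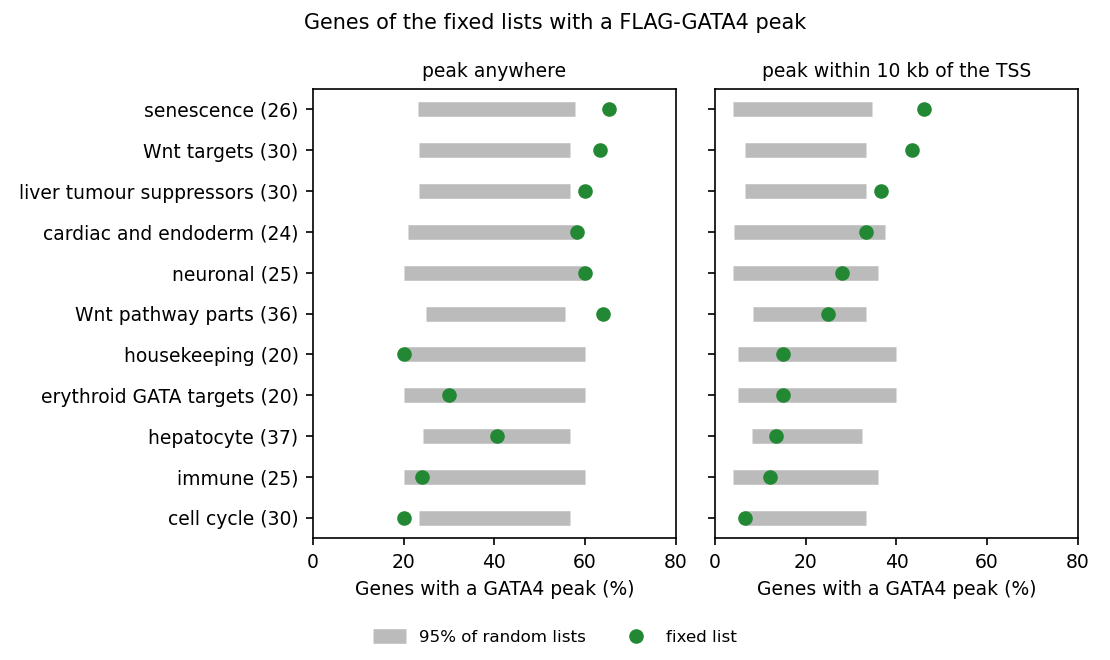
Points give the percentage of genes in each fixed list (number of genes in brackets) with a GATA4 peak at any distance (left) or within 10 kb of the TSS (right), and grey bars span 95% of 10000 random lists of the same size. Senescence genes, Wnt targets and liver tumour suppressors lie above the bars in both panels, with 12 of 26, 13 of 30 and 11 of 30 genes within 10 kb.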

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

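Alternatives with an FDR of at most 5%, at least 20 tags or without high-copy sequence or the exon and promoter peaks of GATA4, MYOCD, ZC3HAV1, PGK1 and EEF1A1 were chosen after seeing the data. Of 54 alternative values for the counts and shares, 31 stayed within 1.5 times the count or within the interval of the share and 23 did not. For single gene lists, 58 of 78 stayed and 20 did not. Many of those that stayed were β-catenin counts of 0, which could not change under a filter. Peaks above the median fold of both β-catenin lists numbered 31 without and 177 with DOX, of which 3.23% and 0.565% were shared and, without DOX, 6.45% lay at a GATA4 peak. An FDR of at most 5% left 2 and 80 peaks, with 16.2% of the latter shared and 8.75% at a GATA4 peak. At least 20 tags left 41 and 83 peaks, with 31.7% and 7.23% at a GATA4 peak. Without high-copy sequence, 38 peaks without DOX remained and 2.01% of the DOX peaks were shared. A negative log10 p of at least 10 left 26207 GATA4 peaks, at which 11.3% of the peaks without and 1.42% of those with DOX lay. Without shared, high-copy, and such exon and promoter peaks, 10.3% of the peaks without DOX lay at a GATA4 peak. Within 1 kb of a GATA4 peak lay 5.97% of the DOX peaks. Taking promoters as peaks with the centre within 1 kb of a TSS gave 1.95% of GATA4 peaks. Within 10 kb of a TSS, 73 listed genes had a GATA4 peak, against 139 at any distance, and 0 and 5 had a β-catenin peak without and with DOX. Peak counts fell by construction under each filter, and for the shares the cause was not tested. In each alternative run for both lists, the share at GATA4 peaks was higher without than with DOX. Library depth is unknown. No paired analysis was possible because each group has 1 sample and no test was made.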

Other observations

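GATA4 peaks were unevenly spread over the genome. Chromosome 5 had 18.6 peaks per Mb, chromosome 6 had 18.5 and chromosome 4 had 18.1, while chromosome 16 had 4.84 and chromosome 19, the densest in genes, had 2.37. The genes named by the most GATA4 peaks were LPHN3 (82 peaks), an adhesion receptor of neurons, ROBO1 (81), an axon guidance receptor, LPHN2 (68), LRRC4C (67) and DMD (64), the gene of dystrophin, chosen after their values were seen. Most genes had few, with a median of 2 peaks per named gene, and 257 genes had at least 20. The promoter share was 3.03% (2.55% to 3.59%) in the tenth of GATA4 peaks with the lowest fold and 0.734% (0.517% to 1.04%) in that with the highest. In the β-catenin list with DOX, 16 peaks held more tags than any peak without DOX. They took 76.3% of the tags in that list's peaks at a fold of at most 4.39, and 13 of them were centred in satellite sequence.

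All tests of explanations below were chosen after the results were seen. The first pattern was the set of 6 DOX β-catenin peaks in the GATA4 gene. Copies of the GATA4 coding sequence in the DOX-inducible construct would give tags in exons alone, and 100% of the peaks in the gene were exonic (61.0% to 100%) against 6.77% of other peaks in exons, 3′ UTR included, or introns, but as this was the observation that raised the question, DNA of the construct may have given the tags and was not tested independently. A gain in copy number of the locus would give peaks in the introns, which held 0 over a stretch of 50.1 kb. Whether β-catenin on the construct under DOX rather than its DNA alone gave the tags cannot be told apart, since the list without DOX had 0 peaks in the GATA4 exons but also only 13 peaks with at most 15.5 tags, the median of the exon peaks, against 262 with DOX. At PGK1 the list without DOX had 0 peaks, although the DOX peak had 68 tags and 41 peaks without DOX had at least 20. A missing call does not show missing vector DNA, since the depth and the control of the peak calls are unknown. Vector DNA thus stays open at PGK1, EEF1A1, MYOCD and exon 4 of ZC3HAV1. At that ZC3HAV1 exon the DOX β-catenin list had 0 peaks but the GATA4 library, also with DOX, had 28 tags at 8.03-fold.

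The second pattern was the larger number of β-catenin peaks with DOX. A deeper DOX library would hold more tags at the regions called in both lists, yet the median ratio of DOX to untreated tags over 14 such regions was 0.928 (quartiles 0.796 to 0.983), and 11 of 14 were below 1. By their DOX peak, however, 8 of these 14 were centred in high-copy sequence, 6 of them in rRNA sequence. All were also selected by being called in both lists, so they are a weak gauge of depth, which stays unknown. Peaks of few tags alone are not the whole difference, since the ratio was 2.02 (1.38 to 3.02) among peaks with at least 20 tags, though it was 5.68 over all peaks. Over all tag counts, 32 peaks with DOX and 3 without were centred in satellite sequence. The ratio among peaks with at least 20 tags was not computed without these, so their part in it is not known. At the regions called in both lists the fold was also lower with DOX, with a median ratio of 0.685. A different background in the peak calls and an effect of DOX itself both stay open and untested, as each condition has 1 library. A difference in depth also stays undecided.

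The third pattern was the larger share of β-catenin peaks at GATA4 peaks without DOX (21.0%) than with DOX (3.41%). With peaks within 1 kb merged into regions, regions called in every library are not the whole difference, since among regions in 1 list alone the share was 18.2% (9.51% to 32.0%) without against 2.46% (1.25% to 4.78%) with DOX. For high-copy repeat classes alone the question stays undecided. Outside them the share was 13.5% (5 of 37, lower bound 5.91%) without against 3.14% (upper bound 5.85%) with DOX, a narrow gap. The 5 regions include ZC3HAV1 exon 4 and MIR3687-1, and a label at the peak centre can miss high-copy sequence. Shared regions, high-copy regions and the exon and promoter peaks of GATA4, MYOCD, ZC3HAV1, PGK1 and EEF1A1 as a joint cause cannot be told apart from a difference in binding, since without them 3 of 29 (10.3%, 3.58% to 26.4%) against 7 of 272 (2.57%, 1.25% to 5.22%) remained with overlapping intervals, and among peaks above the median fold 2 of 31 against 4 of 177 did not differ detectably. Regions that draw tags without being called in each list, and binding of β-catenin before DOX at sites that GATA4 later takes, were not tested and stay open.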
